A study of Mus musculus with 24 samples.

How the data were processed

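All values come from a single table of TPM (transcripts per 1e6) deposited by the authors, with 32612 Ensembl genes and 24 libraries. Per the labels' protocols, soleus RNA was extracted with QIAzol and RNeasy Mini columns, and libraries were made with the Illumina TruSeq Stranded Total RNA kit using poly(A) pull-down. The mice were males of strain C57BL/6N from the NIA aging colony, housed singly with free access to food. The aligner, the quantifier, the genome build and the annotation are not given in the sources used here, and raw reads were not analysed here. The table was read as TPM, and its column names are the animal numbers that the labels give as sample titles. Listed genes summed to between 959549 and 984029 TPM per library, so the scaling of TPM had used some features that the table does not list. TPM keep no sequencing depth, so counting error and the depth of each library are unknown, and no model of counts was used. A gene at 0 TPM may have been missed for lack of depth.

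Group and age came from the labels of each sample, and high- or low-functioning is the authors' term for rotarod performance. Each library is a separate animal, so n = 3 counts animals. Replicate numbers 1 to 3 follow the order of the accessions and tie no library to another. The labels name no batch. Symbols and gene types were matched by Ensembl ID to GENCODE M21, which is not known to be the authors' annotation. A symbol was found for 32333 genes and none for 279, and 20 shared a symbol with another. Protein-coding genes numbered 21673 and pseudogenes 10113. The length of a gene was the median over its annotated transcripts in the same annotation.

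Genes with at least 1 TPM in at least 3 libraries (12350) were kept, and log2(TPM + 1) was fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit, eBayes with a trend), using 1 mean per group over all 24 libraries. The pseudocount of 1 shrinks fold changes of genes with low values, so these understate the ratio of TPM. Tests were two-sided, p was adjusted over all genes of a comparison by Benjamini and Hochberg, and an adjusted p under 0.05 is called. The SE of a median over several genes was taken from the spread among those genes. All other SE are limma's moderated standard errors, which pool the spread over groups, so a library outside a comparison can change its p values. Where the pooled spread exceeds that of the groups compared, p values come out too large and calls are missed. Where it is smaller than theirs, p values come out too small and calls are made too easily. The 10 comparisons were laparotomy against control in each of the 4 cohorts, the mean of those 4, the difference between the low- and high-functioning responses, each older control group against 3-month controls, and low- against high-functioning controls.

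The 35 fixed lists were tested with limma's camera at its preset correlation between genes of 0.01, adjusted over the 35 lists of each comparison, and again with the correlation estimated from the data. Counts over the list alone adjust p over the members of that list. The lists covered atrophy and ubiquitin, denervation and the neuromuscular junction, p53 and senescence, glucocorticoid response, acute phase and inflammation, interferon response, oxidative phosphorylation, fatty acid oxidation, glycolysis and glycogen, slow fibre, fast fibre, extracellular matrix, satellite cell and regeneration, circadian clock, heat shock and chaperone, immediate early, integrated stress response, endoplasmic reticulum stress, ribosomal proteins, proteasome, mitochondrial genome, autophagy and lysosome, growth signalling, lipid synthesis, macrophage, neutrophil, lymphocyte, adipocyte, fibro-adipogenic progenitor, endothelial, smooth muscle and pericyte, Schwann cell and nerve, tendon, erythroid and proliferation genes. Of some lists few members passed the filter, as for neutrophil (3 of 11), lymphocyte (3 of 15), tendon (6 of 10) and proliferation genes (8 of 20).

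Genes named in the text were chosen by a rule set before the data were examined. In each comparison these were the 10 largest increases and 10 largest decreases among called genes whose values did not overlap between the groups, or that moved the same way in every cohort where a comparison spans several. Where fewer than 5 genes passed in a direction, the 5 with the smallest unadjusted p and no overlap were named as not passing. From each list up to 4 called members were added, or the 2 with the smallest p as values, and the text gives a part of these. Predicted gene models, genes without a symbol, pseudogenes and immunoglobulin or T cell receptor segments were counted but not named under the first 2 parts. Gm11874, Gm12161, the basement membrane genes and the set of genes of MHC class I and its antigen processing were named outside this rule. Some genes chosen by the rule are not reported here.

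The fit was tested on simulated data with independent normal noise of each gene's own spread, the same in every group. Of 12350 genes 200 were changed, drawn only from those with higher values. For laparotomy in low-functioning mice, 57% of genes changed 2-fold and 96% of those changed 4-fold were called, with 11 false calls (6.71%). For high-functioning against 3-month controls the shares were 61% and 94%, with 8 false calls (4.91%). With no change put in, 0 genes were called in either. The simulation held no outlying library and no correlation between genes, so these rates do not carry over to the real libraries. Regroupings of the real 3-month libraries called up to 5665 genes.

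The alternatives set in advance were a pseudocount of 0.1 TPM, no low-value filter, median-of-ratios scaling, rescaling without the mitochondrial genome, leaving out each replicate, limma's arrayWeights, a fit of only the groups compared, and the estimated correlation. Chosen after seeing the data were leaving out 3-month laparotomy 3, or any other library, in comparisons that do not contain it, and removing each library's trend with transcript length. Splits regrouped the 6 libraries of a comparison in all 10 ways that keep the group sizes. For comparisons over several cohorts they did so within each cohort in 100 ways, the real one included. Tables were prepared and drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.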

Results

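The data cover soleus muscle from 24 male C57BL/6N mice in 8 groups of 3. Control mice were compared with mice that had a laparotomy 5 days before their muscle was taken, at 3 months, at 20 months and in 2 cohorts of 24-month mice that the authors called high- or low-functioning by their rotarod performance. Of 32612 genes in the deposited table, 12350 reached 1 TPM in at least 3 libraries and were tested. The comparisons, the gene lists and the tests of genes and lists were set before the data were examined. Refits without a library that a comparison does not hold were chosen later.

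The library 3-month laparotomy 3 stood apart from the other 23. It held 8776 genes at 1 TPM or more, where the others held 10374 to 11790. Its median correlation with the rest was 0.888, where theirs lay between 0.967 and 0.984. Transcripts of the mitochondrial genome made up 11.8% of its TPM, against 17.8% to 34.9% elsewhere. By group they made up 27.8 ± 6.66% (mean ± SD, n = 3) in 3-month controls and 17.3 ± 4.79% after laparotomy at that age. The other 6 group means lay between 22.2% and 24.6%. A first principal component carrying 50.7% of the variance was followed by a second with 8.81%. The library was kept, and each count of called genes below is also given without it.

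**Figure D1:**
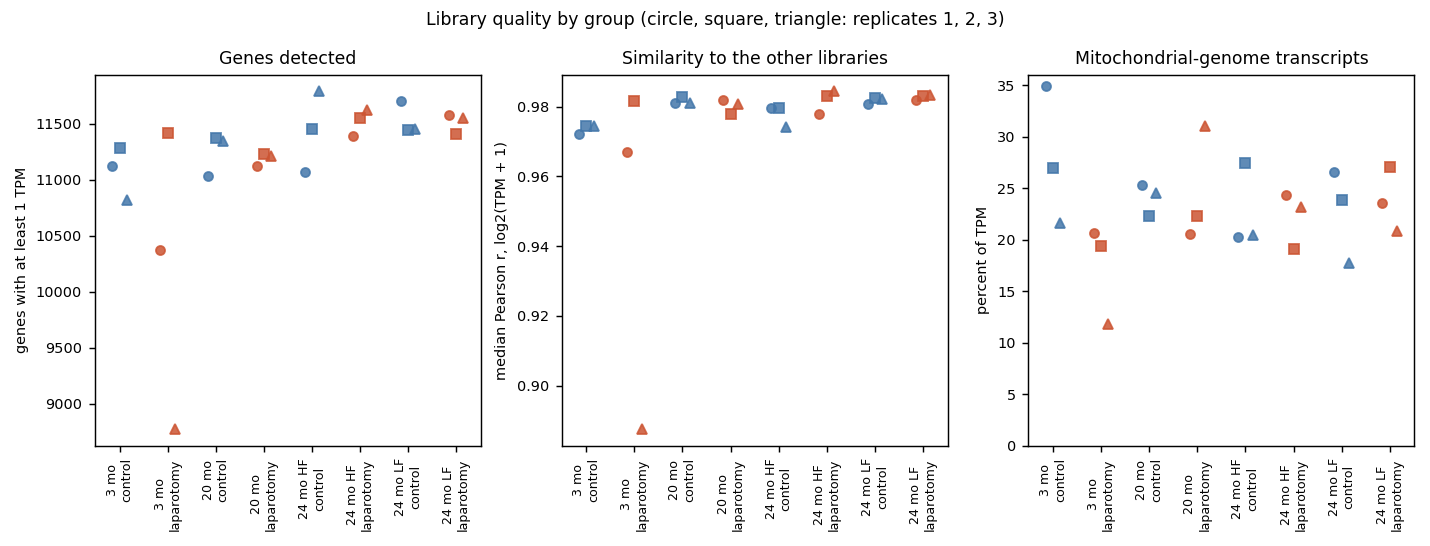
Genes at 1 TPM or more, median Pearson correlation with the other 23 libraries, and percent of TPM from the mitochondrial genome, for each library by group (blue control, red laparotomy; circle, square and triangle are replicates 1, 2 and 3). Replicate 3 of the 3-month laparotomy group lies lowest in all panels, at 8776 genes, 0.888 and 11.8%.

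In 3-month mice, several genes of tendon and matrix were among those that fell 5 days after laparotomy. Tnmd (ENSMUSG00000031250), which codes for the tendon membrane protein tenomodulin, fell from 8.60 ± 1.58 to 1.92 ± 1.36 TPM (mean ± SD, n = 3; log2 fold change -1.81 ± 0.28 SE, adjusted p = 0.00736). Changes below are log2 fold changes ± SE with 3 libraries per group. For every gene said to have risen or fallen, the 3 libraries of one group all lay to one side of the other 3, except Col3a1 and Cox8b in this comparison. Postn (periostin) changed by -1.86 ± 0.35, Chad (chondroadherin) by -1.86 ± 0.39, Fmod (fibromodulin, which shapes collagen fibrils) by -1.64 ± 0.35 and Thbs4 by -1.53 ± 0.29. The fibre collagens Col1a1 (-1.45 ± 0.36), Col3a1 (-2.06 ± 0.51) and Col12a1 (-1.31 ± 0.21) fell too, as did Fn1 (fibronectin, -1.45 ± 0.27), Cilp (-1.27 ± 0.30) and Chodl (-0.90 ± 0.20). Adjusted p lay between 0.00736 for Tnmd and 0.0388 for Col1a1. Sap18 (-1.84 ± 0.42) has near-identical copies, and its value is uncertain. Leaving out 3-month control 2 ended every call in this comparison, as did a fit of only the groups compared. Tnmd and Col12a1 were lost there only, each at an adjusted p of 0.0634. Thbs4 was also lost without 3-month control 1, and the others both there and without 3-month laparotomy 3, with Cilp and Col3a1 lost without laparotomy 1 and Col1a1 and Col3a1 without control 3 as well. Of 18 libraries outside the comparison, 10 ended the call of Col1a1 and 4 that of Col3a1 (at most 0.0534). Without laparotomy 3, Tnmd was -1.4997 (adjusted p = 0.0283), Col12a1 -0.98 (0.0244) and Thbs4 -1.02 (0.0362).

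Named genes that rose in the same 3-month comparison include 4 for histones, 4 for ribosomal proteins and 3 for nuclear parts of the respiratory chain. Hist1h4h (histone H4) rose by 2.82 ± 0.47 (adjusted p = 0.00753), H2afj by 1.63 ± 0.33, and the near-identical Hist2h2aa1 (2.38 ± 0.48) and Hist2h2aa2 (2.09 ± 0.33), whose separate values are uncertain. Most histone mRNAs carry no poly(A) tail, and these libraries were made by poly(A) pull-down. Among ribosomal genes, Rpl28 rose by 1.59 ± 0.32, Rplp1 by 1.57 ± 0.28, Rpl36 by 1.48 ± 0.27 and Rps13 by 1.39 ± 0.30. Further increases were found for Yjefn3 (2.04 ± 0.39), Eif4ebp3 (a translation repressor, 1.95 ± 0.40), Ccdc85b (1.85 ± 0.39), Cd72 (1.71 ± 0.43) and Bola1 (1.67 ± 0.28). The respiratory chain genes Cox6a2 (0.89 ± 0.19), Ndufv1 (0.87 ± 0.22) and Cox8b (0.87 ± 0.21), the slow myosin light chain Myl3 (0.86 ± 0.20), Etfb (0.89 ± 0.20), Jund (1.30 ± 0.29), Cldn5 (1.07 ± 0.28), Stub1 (0.59 ± 0.13) and Tfeb (0.63 ± 0.16) rose less. Their adjusted p values lay between 0.00736 (Hist2h2aa2) and 0.0461 (Cldn5). All of these calls ended without 3-month control 1 (Tfeb 0.284, Ndufv1 0.27, Hist1h4h 0.0766) and without control 2. All but Hist1h4h, Hist2h2aa2, Bola1, Rps13 and Cox6a2 also ended without laparotomy 3, and Cd72, Cox6a2, Cox8b, Stub1 and Tfeb without laparotomy 1. Cd72 was lost without control 3 too. Libraries outside the comparison ended calls as well, for Cldn5 (each of 18), Ndufv1 (16), Tfeb (15), Cd72 (11) and Cox8b (1), with adjusted p of at most 0.0635. Rps13 kept its call without laparotomy 3 but moved to 0.83.

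Over all genes, limma called 227 genes higher and 53 lower after laparotomy at 3 months (adjusted p under 0.05), and 3399 genes had an unadjusted p under 0.05 where chance gives 618. With 3-month laparotomy 3 left out, 26 genes were called, 18 higher and 8 lower, and 23 of them were among the 280. All 280 kept their sign. The count was 6 without 3-month control 1 (1 higher and 5 lower), 0 without control 2, 599 without control 3, 6482 without laparotomy 2 (989 higher and 5493 lower, so that most calls turned to the lower side) and 185 without low-functioning laparotomy 1, which shares in the estimate of the spread. A fit of these 6 libraries alone called 0 genes, with 436 at an unadjusted p under 0.05, and library weights gave 0 and 36. The 436 lay under the 618 of chance. The pooled spread thus gave smaller p values here, though a fit of 6 libraries also estimates the spread less well. The 280 calls depend on that pooling. The 2 groups did not overlap for 9.48% of genes, where chance gives 10%. The median of all genes moved by -0.24, or by 0.009 without laparotomy 3. With median-of-ratios scaling, 536 genes were higher and 239 lower, so that the higher share went from 81.1% to 69.2%. Rescaled without the mitochondrial genome, 100 were higher and 67 lower.

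Of the fixed gene lists, 7 of 35 were called in 3-month mice by camera, 4 higher and 3 lower. Of 78 ribosomal protein genes, 20 rose and 0 fell (56 and 2 when adjusted over the list alone), with a median of 0.57 (adjusted p = 1.58e-39; 0.294 with an estimated correlation). Of 26 extracellular matrix genes all were lower and 8 fell (17 over the list alone), with a median of -0.90 (3.92e-09; 0.483). Of 6 tendon genes 4 fell (5 over the list alone; median -1.58, 0.00648; 0.483). Nuclear oxidative phosphorylation genes were higher (3 of 30 rose, 14 over the list alone; median 0.33, 3.92e-09; 0.294). The 13 mRNAs of the mitochondrial genome were lower by their median, though not necessarily each of them (0 fell, 9 over the list alone; median -1.14, 0.00561; 0.961). The proteasome (0 of 34 rose, 7 over the list alone; median 0.21, 7.51e-07; 0.483) and slow fibre lists (1 of 14 rose, 7 over the list alone; 0.40, 2.21e-04; 0.483) were higher. None of the 7 passed with the estimated correlation. The tendon call ended without control 3 (median -1.42, adjusted p = 0.153) and without laparotomy 2 (-1.68, 0.396), and the mitochondrial genome call without laparotomy 2 (-1.499, 0.294). Without laparotomy 3, 1 ribosomal protein and 1 oxidative phosphorylation gene rose, and 1 matrix and 2 tendon genes fell. There the medians were 0.31 for ribosomal proteins, 0.21 for oxidative phosphorylation and -0.48 for the mitochondrial genome. Without control 1 they were 0.10 for the proteasome and 0.27 for slow fibre genes.

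In 20-month mice, laparotomy moved no gene past the threshold. Among the genes with the smallest p and no overlap were Slc37a4 (1.79 ± 0.50), which moves glucose 6-phosphate, the BMP target genes Id1 (1.25 ± 0.37) and Id3 (0.84 ± 0.29), and in the other direction Zfp969 (-1.68 ± 0.50), Parp16 (-1.15 ± 0.30) and Mustn1 (-0.81 ± 0.26). Dzip3 (0.62 ± 0.17), Cenpp (0.53 ± 0.17), Eno2 (-0.58 ± 0.18) and Prss55 (-0.55 ± 0.17) completed the genes with the smallest p, all with an adjusted p of 1. In limma 0 genes were called and 130 had an unadjusted p under 0.05, where chance gives 618 (303 in a fit of these groups alone and 915 with library weights). The count was also 0 without 3-month laparotomy 3, and 1 without 3-month laparotomy 2. Values of the groups did not overlap for 5.45% of genes, under the 10% of chance. Leaving out 3-month laparotomy 3, which is outside this comparison, raised the 130 to 234. The spread pooled over all groups thus made p values larger here, and 0 calls does not show that no gene changed.

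Camera called 7 lists at 20 months, each without a single called member over all genes or over the list alone. Myelin and Schwann cell genes were lower (11 of 11, median -0.54, adjusted p = 3.31e-08; 0.715 with an estimated correlation), with Prx at -0.85 ± 0.49. Extracellular matrix (median -0.29, 9.92e-09; 0.715), fibro-adipogenic progenitor (-0.31, 8.68e-07; 0.489), macrophage (-0.25, 0.00103; 0.715) and smooth muscle genes (-0.14, 0.00702; 0.813) were lower as well. Growth signalling, which holds Id1 and Id3 (median 0.039, mean 0.20, 0.00103; 0.806), and endoplasmic reticulum stress (0.050, 0.0345; 0.964) were higher. Without 20-month control 3 the Schwann list was no longer called (-0.10, 0.265), nor was smooth muscle (0.139). The macrophage call ended without control 1 (-0.12, 0.368) and laparotomy 2 (-0.094, 0.519), and moved to -0.39 without control 3, -0.47 without laparotomy 1 and -0.15 without laparotomy 3. Smooth muscle was also lost without laparotomy 1 (0.352) and 2 (0.0785). Endoplasmic reticulum stress was lost without control 1 (0.0530), control 2 (0.311), laparotomy 1 (0.127) and laparotomy 2 (0.152). The growth signalling median was -0.029, 0.16 and 0.14 without controls 1, 2 and 3, and 0.089, 0.0083 and 0.11 without laparotomy 1, 2 and 3. Without 20-month laparotomy 3, 15 lists were called.

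In high-functioning 24-month mice no gene passed after laparotomy. Clec3b (tetranectin), a mark of fibro-adipogenic progenitors, went from 10.5 ± 3.02 to 22.1 ± 2.38 TPM (1.03 ± 0.23, adjusted p = 0.672), Smoc2 changed by 0.90 ± 0.18 (0.473) and the chemokine Cxcl14 by 0.997 ± 0.21 (0.524). Anxa8 (0.66 ± 0.15) and Tsku (0.64 ± 0.15) followed. On the lower side stood Tap1, the peptide carrier of MHC class I (-1.33 ± 0.38), H2-K1 (-0.89 ± 0.27), Batf2 (-0.77 ± 0.24), Fam107a (-0.75 ± 0.24) and Pycard (-0.73 ± 0.21), all with an adjusted p of 1. In limma 0 genes were called with all libraries or without 3-month laparotomy 3, 315 had an unadjusted p under 0.05 where chance gives 618 (519 in a fit of these groups alone and 949 with library weights), and 3 were called without high-functioning control 2. Values did not overlap for 8.32% of genes, where chance gives 10%. The 315 became 554 without 3-month laparotomy 3, so the pooled spread made p values larger here too. That 0 genes were called does not show that none changed.

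Of the 35 lists, 15 were called in high-functioning mice, 5 higher and 10 lower. The 10 fibro-adipogenic progenitor genes were higher (median 0.75, 9 of 10 higher, 0 over all genes and 8 over the list alone), and theirs was the only call to pass with both correlations (adjusted p = 2.70e-15; 0.0220 estimated). Without 3-month laparotomy 3 it had an adjusted p of 0.0574 with the estimated correlation, no longer passing. Mean progenitor values, centred on each gene's mean, were -0.521, 0.075 and -0.427 in high-functioning controls and 0.339, 0.386 and 0.224 after laparotomy. In low-functioning mice they were 0.246, 0.101 and 0.105, and 0.224, 0.193 and 0.146. High-functioning controls 1 and 3 were thus lower than every other 24-month library, and part of the change can come from these controls. Extracellular matrix genes were higher, Col1a2 (0.64 ± 0.20) and Mmp2 (0.59 ± 0.20) among them (median 0.42, 6.56e-10; 0.312). Interferon response genes were lower (24 of 25, median -0.50, 2.48e-20; 0.132), with the GTPase gene Igtp at -1.24 ± 0.43. Glucocorticoid response genes were lower (17 of 18, median -0.36, 5.81e-12; 0.0573), with Fkbp5, a steroid receptor chaperone, at -0.95 ± 0.33 and Mt2 at -1.17 ± 0.46. Without high-functioning control 1 the interferon median was -0.90 and the glucocorticoid median -0.19. Without control 2 the glucocorticoid median was -0.57, and without control 3 the interferon median was -0.13. Without control 1, 9 lists were called.

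The remaining 11 lists called in high-functioning mice were smaller in size or in change. Smooth muscle and pericyte genes (median 0.34, adjusted p = 0.00315; 0.547 with an estimated correlation), tendon genes (0.44, 0.0231; 0.547) and 3 lymphocyte genes (0.52, 0.0231; 0.132), led by Igkc (0.74 ± 0.52), were higher. Lower were 3 neutrophil genes (-0.80, 1.96e-04; 0.132), with S100a9 at -1.47 ± 0.72, and acute phase and inflammation genes (-0.12, 0.00271; 0.312), with Lrg1 at -0.77 ± 0.31. Medians within 0.1 of 0 were called lower for fatty acid oxidation (-0.074, 0.00292; 0.772), the p53 and senescence list (-0.035, 0.00315; 0.547), with Cdkn1a at -0.79 ± 0.39, and the integrated stress response (-0.052, 0.0175; 0.722). The same held for ribosomal proteins (-0.011; 0.921), proliferation (-0.049; 0.260) and the atrophy and ubiquitin list (-0.013; 0.886), each at 0.0231. The neutrophil median was 0.074 without high-functioning control 3, no longer called (0.391), and -1.53 without control 1 and -1.25 without control 2. The acute phase call ended without control 3 too (0.0714). Each of the other 9 calls of this paragraph also ended when a single library was left out. Examples are tendon genes without laparotomy 2 (0.344) and smooth muscle genes without control 3 (0.209). The direction turned to higher for fatty acid oxidation without control 1 (median 0.075) and for ribosomal proteins without laparotomy 3 (median 0.046).

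In low-functioning 24-month mice 1 gene passed after laparotomy, and the first genes given here did not. Angptl7, a secreted matrix-associated protein, went from 9.01 ± 1.82 to 2.12 ± 0.728 TPM (-1.69 ± 0.32, adjusted p = 0.207). Others with small p and no overlap were Fmod (-1.32 ± 0.35), Chad (-1.27 ± 0.39), Slc1a3 (-0.71 ± 0.21) and Lactb2 (-0.61 ± 0.17) on the lower side. On the higher side were Dupd1 (0.78 ± 0.22), the embryonic acetylcholine receptor subunit Chrng (0.75 ± 0.24), Cacna2d3 (0.56 ± 0.17), Nap1l1 (0.53 ± 0.16) and Abcb6 (0.52 ± 0.14), each of these with an adjusted p of 1. The 1 gene called by limma was the processed pseudogene Gm11874, named after its value was seen. It is listed at 0 in all 3 laparotomy libraries, with 3.85, 10.7 and 4.05 TPM in the controls (adjusted p = 0.0174). At an unadjusted p under 0.05 there were 191 genes, where chance gives 618, but 1817 in a fit of these groups alone and 2064 with library weights. Without 3-month laparotomy 3, 2 genes were called, Angptl7 (-1.69, adjusted p = 0.0138) beside Gm11874. Without low-functioning control 2 or any of the laparotomy libraries 1, 2 and 3 the count was 0. The groups did not overlap for 20.71% of genes, where chance gives 10%. The 191 became 441 without 3-month laparotomy 3, so the pooled spread made p values larger here. A single call therefore does not show that few genes changed.

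**Figure D2:**
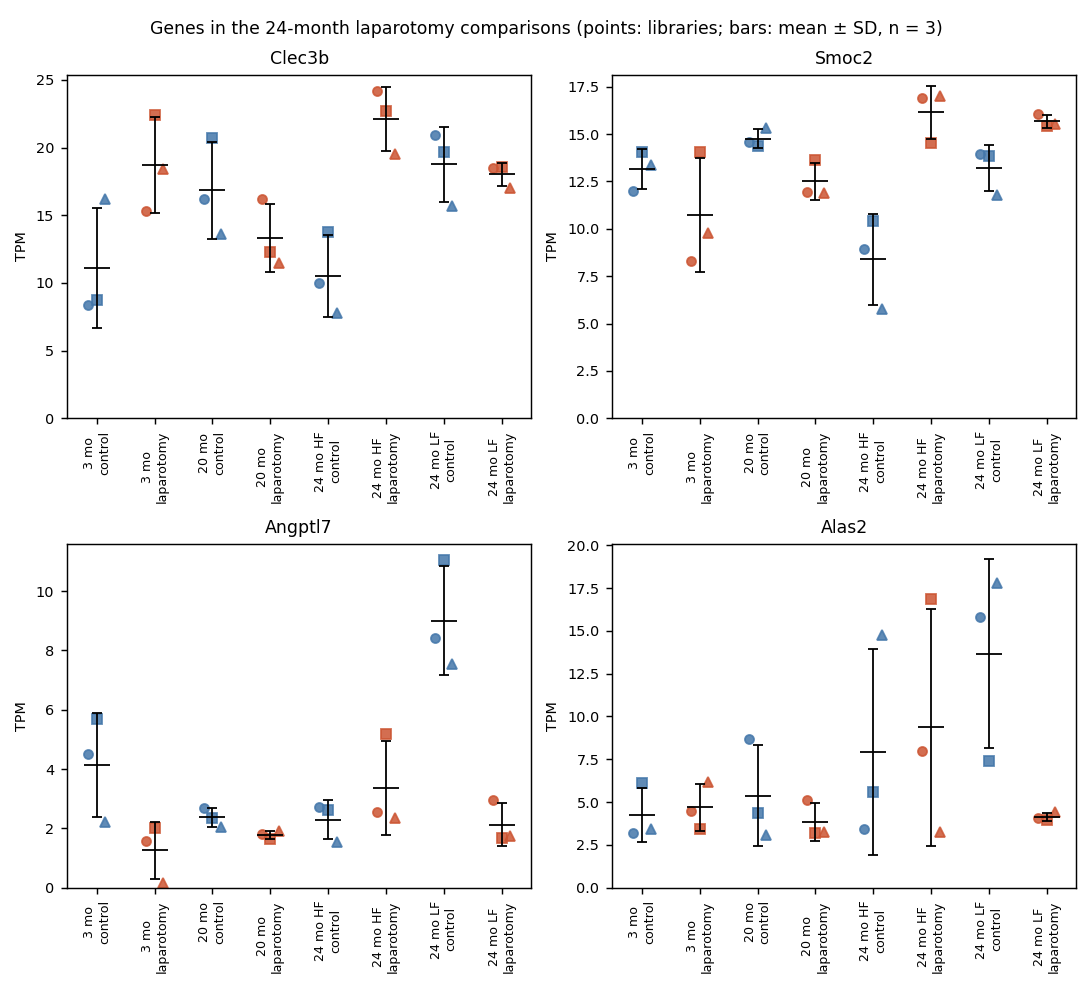
TPM of Clec3b, Smoc2, Angptl7 and Alas2 in control (blue) and laparotomy (red) libraries of each cohort (points are libraries, bars mean ± SD, n = 3). Clec3b changed by 1.03 in high-functioning mice and Angptl7 by -1.69 in low-functioning mice on the log2 scale.

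Camera called 11 lists in low-functioning mice, 6 higher and 5 lower, and none passed with an estimated correlation. Ribosomal protein genes were higher (74 of 78, median 0.18, adjusted p = 3.44e-16; 0.548 estimated). The 6 erythroid genes were lower (median -1.31, 0 over all genes and 5 over the list alone, 1.37e-11; 0.104), among them Alas2, the enzyme that starts haem synthesis (-1.43 ± 0.47), and Hba-a2 (-1.40 ± 0.48), which is near-identical to Hba-a1. All 22 fatty acid oxidation genes were lower (median -0.32, 7.45e-11; 0.496), Ucp3 by the most (-0.99 ± 0.41), and so were tendon (-0.52, 2 over the list alone, 7.65e-08; 0.104), adipocyte (-0.81, 0.00104; 0.548) and glucocorticoid response genes (-0.22, 0.0143; 0.736). Schwann cell genes were higher (11 of 11, median 0.50, 4.00e-06; 0.611), Pllp at 1.03 ± 0.40. The denervation list (median 0.11, 0.00301; 0.714), fast fibre genes (0.13, 0.00314; 0.714), with Myh4 at 4.44 ± 1.72 (not passing), the proteasome (0.044, 0.00675; 0.784) and smooth muscle genes (0.25, 0.0188; 0.784) were higher. Mean fast fibre values, centred on each gene's mean, spread widely within groups. They were -0.674, -1.161 and -0.054 in controls and 0.904, -0.965 and 0.482 after laparotomy. The Schwann call ended without low-functioning laparotomy 1 (0.12, 0.0923), and its median was 1.02, 0.19 and 0.19 without controls 1, 2 and 3 and 0.76 without laparotomy 2. Without laparotomy 2 the adipocyte call ended (-0.39, 0.178). Calls also ended without control 1 for denervation (-0.042, 0.0756), the proteasome (0.348) and glucocorticoid genes (0.0537, and 0.181 without control 3). Denervation was lost without laparotomy 3 as well (0.146), fast fibre without control 2 (0.247) and laparotomy 1 (0.275) and 3 (0.0589), and smooth muscle without controls 2 (0.112) and 3 (0.105) and laparotomy 2 (0.0774).

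The laparotomy responses of low- and high-functioning mice were compared directly by their difference, the low-functioning response minus the high-functioning one. Angptl7 differed by -2.06 ± 0.45 (adjusted p = 0.754). Col16a1, a minor collagen (-1.20 ± 0.33), Ang (-1.02 ± 0.27), Anxa8 (-0.84 ± 0.22) and Tsku (-0.72 ± 0.21) had negative differences. Those of Ces2c (1.27 ± 0.38), Il4i1 (1.25 ± 0.41), Nanos3 (1.16 ± 0.38), the inflammasome adaptor Pycard (1.14 ± 0.30) and Mustn1 (1.08 ± 0.36) were positive, each of these 9 with an adjusted p of 1. In limma 0 genes were called, with all libraries or without 3-month laparotomy 3, 168 had an unadjusted p under 0.05 where chance gives 618 (804 in a fit of these groups alone and 1635 with library weights), and 1 was called without 20-month control 2. The 168 became 360 without 3-month laparotomy 3, so the pooled spread made p values larger, and 0 calls does not show equal responses. The median of all genes was -0.10. Camera called 17 lists, 11 with a positive and 6 with a negative difference, and 0 with an estimated correlation. The largest were erythroid (median -1.41, adjusted p = 3.88e-07; 0.336 estimated), neutrophil (1.18, 0.00457; 0.387) and tendon genes (-1.04, 6.26e-09; 0.0890). Endothelial genes had a median of 0.21 (0.0279; 0.589). The neutrophil call ended without high-functioning control 3 (0.036, 0.725) and low-functioning control 2 (0.58, 0.0667). Without high-functioning control 2 the neutrophil median was 1.78, without high-functioning laparotomy 1 it was 0.59, and without high-functioning laparotomy 2 the erythroid median was -0.89. The endothelial median was 0.12 without high-functioning control 3 and 0.39 without low-functioning control 1. The endothelial call ended in 6 refits, as without low-functioning control 3 (0.036, 0.226), low-functioning control 2 (0.11, 0.282) and high-functioning control 2 (0.077, 0.360). Without low-functioning control 2, 11 lists were called.

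Averaged over the 4 cohorts, Nap1l1, a histone chaperone gene, changed by 0.44 ± 0.080 (adjusted p = 0.126), Dupd1 by 0.55 ± 0.11 (0.290) and the glutathione-degrading Chac1 by -0.78 ± 0.22 (0.547). Mroh1 (0.47 ± 0.11), Inafm1 (0.32 ± 0.071), Rhob (0.27 ± 0.063), Parp11 (-0.43 ± 0.11), Fam107a (-0.43 ± 0.12) and Flvcr1 (-0.40 ± 0.11) moved the same way in each cohort without passing. The 1 gene called by limma was the processed pseudogene Gm12161 (-1.13 ± 0.18, adjusted p = 0.0443), named after its value was seen. At an unadjusted p under 0.05 there were 939 genes, where chance gives 618, and 177 with library weights. The count was 0 without 3-month laparotomy 3 and without 18 other libraries, 10 without 3-month laparotomy 2 and 2 without 20-month control 2. Camera called 8 lists, and 5 without 3-month laparotomy 2. Ribosomal proteins (median 0.19, adjusted p = 1.92e-30), oxidative phosphorylation (0.10), slow fibre (0.11) and the proteasome (0.064) were higher. Tendon (-0.39), interferon response (-0.23), extracellular matrix (-0.19) and fatty acid oxidation genes (-0.14) were lower. With an estimated correlation the smallest adjusted p was 0.686. The interferon call ended without 3-month laparotomy 2 (0.220), low-functioning control 1 (0.108) and high-functioning control 3 (-0.13, 0.0795). That of fatty acid oxidation ended without 3-month laparotomy 2 (0.112), high-functioning control 1 (0.158) and high-functioning laparotomy 1 (0.0571). Tendon was lost without 3-month control 3 (0.0605) and laparotomy 2 (0.261), and slow fibre without low-functioning control 1 (0.046, 0.108). The medians without 3-month laparotomy 3 were 0.13 for ribosomal proteins, 0.047 for oxidative phosphorylation, -0.11 for matrix and -0.069 for fatty acid oxidation genes, all still called. Without 3-month control 1 they were 0.068 for slow fibre and 0.036 for the proteasome, and slow fibre was 0.17 without low-functioning control 3.

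**Figure D3:**
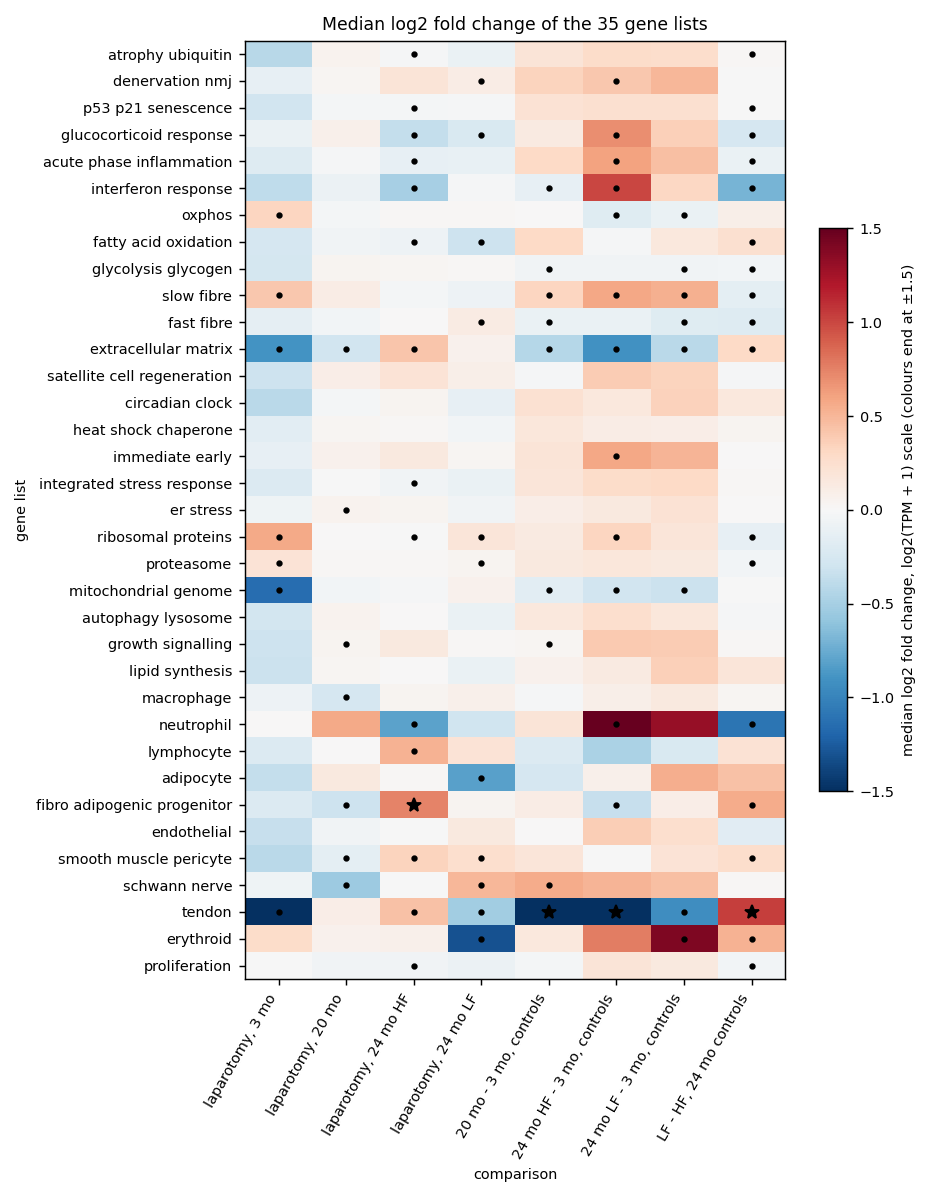
Median log2 fold change of the members of 35 gene lists in 8 comparisons (colours end at 1.5 in either direction). A dot marks an adjusted p under 0.05 with the preset correlation and a star one that also passes with an estimated correlation, as for fibro-adipogenic progenitor genes after laparotomy in high-functioning mice (median 0.75).

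Between control muscle of 3 and 20 months, several genes of tendon and matrix were among those that fell. Chad fell from 9.72 ± 3.94 to 0.940 ± 0.303 TPM (mean ± SD, n = 3; -2.41 ± 0.39, adjusted p = 0.00960), Fmod changed by -2.37 ± 0.35 (0.00390), Postn by -2.23 ± 0.35 (0.00777) and Tnmd by -2.17 ± 0.28 (0.00196). Thbs4 (-1.55 ± 0.29), the collagen gene Col1a2 (-1.47 ± 0.20), Ptx4 (-1.45 ± 0.20), the matrix protease Mmp2 (-1.21 ± 0.20), Mgp (-1.15 ± 0.21), Ccn2 (-1.12 ± 0.22) and Chodl (-1.09 ± 0.20) fell too. Doc2g (1.41 ± 0.24) and the kinase gene Prkcz (1.11 ± 0.22) rose. Just short of the threshold on the higher side, and not passing, lay Hist2h2aa1 (2.32 ± 0.48), Hist1h4h (2.26 ± 0.47), Ppp2r3d (0.99 ± 0.21), Sfrp5 (0.84 ± 0.18) and Nol3 (0.70 ± 0.15), with adjusted p between 0.0615 and 0.0662. In limma 3 genes rose and 12 fell, 1043 had an unadjusted p under 0.05 where chance gives 618, and the median of all genes was 0.12. Without 3-month laparotomy 3, 140 genes were called (103 higher, 37 lower), all 15 among them. The count was 8 without 3-month control 2, 38 without control 3 (27 higher), 51 without 3-month laparotomy 2 (34 higher), and 8, 6 and 8 without 20-month controls 1, 2 and 3. With library weights 2005 were higher and 190 lower. Tnmd, Fmod, Col1a2 and Ptx4 passed whichever library was left out. Postn was lost without 20-month control 2 (adjusted p = 0.0555), Chad without 3-month control 2 and 20-month controls 1 and 3 (at most 0.0675), and Mmp2 without each of the 20-month controls (at most 0.0822). Doc2g was lost in 2 and Thbs4, Mgp, Ccn2, Chodl and Prkcz in 5 or 6 of 7 refits (adjusted p at most 0.251). Outside the comparison, 12 of 17 libraries ended the calls of Ccn2 and Prkcz and 4 that of Thbs4 (at most 0.0696). The groups did not overlap for 17.66% of genes, where chance gives 10%.

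Of 9 lists called at 20 against 3 months, tendon genes stood out (median -1.89, 4 of 6 fell, 5 over the list alone), passing with the preset (adjusted p = 3.12e-22) and the estimated correlation (0.00104). All 26 extracellular matrix genes were lower (median -0.43, 4 fell, 9 over the list alone, 1.15e-25; 0.0782 estimated). The other 7 called lists each had an adjusted p of 0.9895 with the estimated correlation. Schwann cell (0.56) and slow fibre genes (0.32) were higher. Lower were interferon response (-0.12), the mitochondrial genome (-0.16), fast fibre (-0.10) and glycolysis genes (-0.055, adjusted p = 0.00665), and growth signalling genes by their mean (-0.10, median 0.028). Of these 7 calls, 6 ended when a library was left out. The interferon call was kept, with a median of -0.011, -0.020 and -0.21 without 3-month controls 1, 2 and 3 and -0.077 without 20-month control 1. Without 20-month control 3 the Schwann call ended (0.14, 0.947), as did fast fibre (0.058, 0.183). Without 3-month control 3 those of fast fibre (0.047, 0.578), glycolysis (0.023, 0.366), growth signalling (-0.064, 0.0921) and Schwann cell genes (0.42, 0.0951) ended, and without 3-month control 1 those of slow fibre (0.18, 0.293) and the mitochondrial genome (-0.0067, 0.270).

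**Figure D4:**
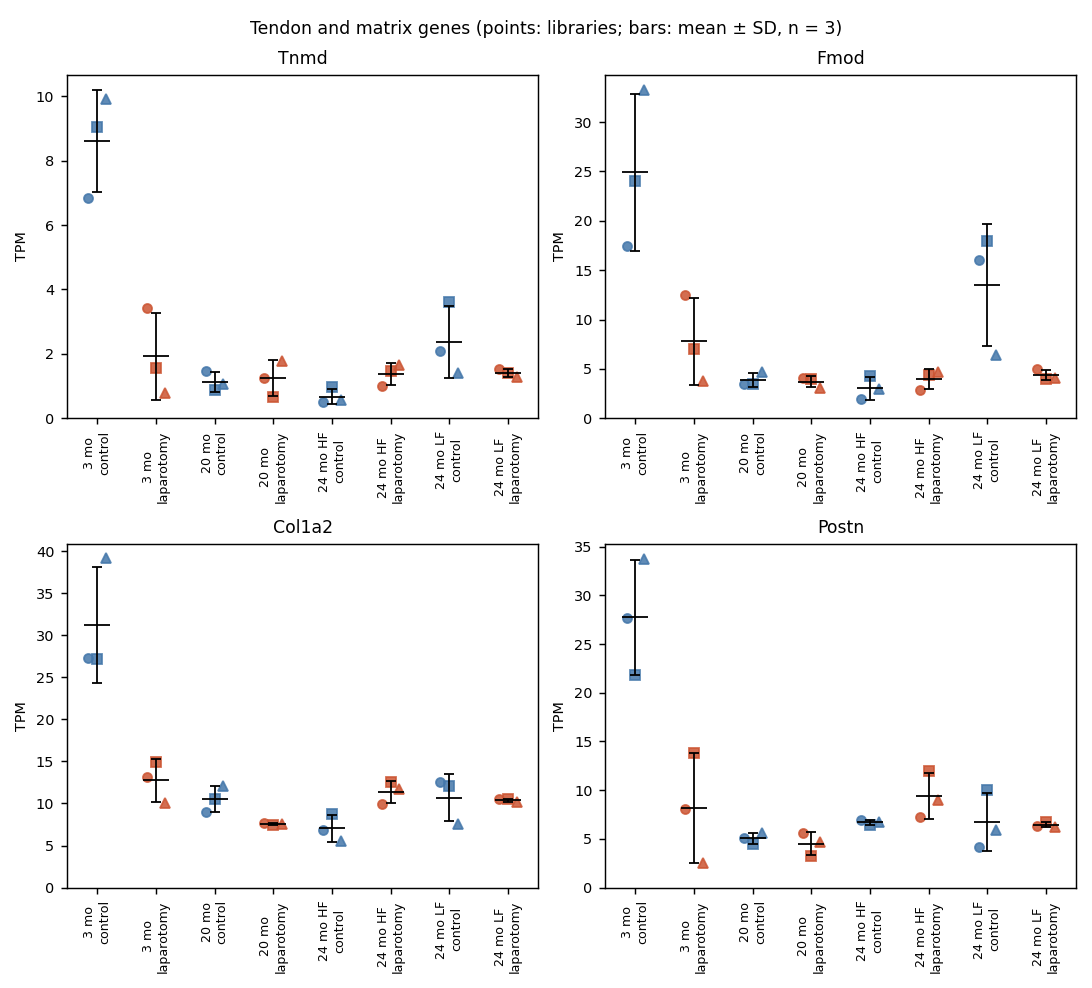
TPM of Tnmd, Fmod, Col1a2 and Postn in control (blue) and laparotomy (red) libraries of each cohort (points are libraries, bars mean ± SD, n = 3). The 3-month controls lie highest, with Tnmd at 8.60 ± 1.58 TPM.

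Control muscle of high-functioning 24-month mice differed from 3-month muscle in 463 genes, Chad, Fmod and Tnmd among the lower and H2-Q6, S100a9 and Hspa1a among the higher. Chad changed by -2.89 ± 0.39 (adjusted p = 4.25e-04), Fmod by -2.67 ± 0.35 (4.25e-04), Tnmd by -2.51 ± 0.28 (9.76e-05) and Col1a2 (ENSMUSG00000029661) by -2.004 ± 0.20 (2.96e-05). Nrep (-2.03 ± 0.27), the transferrin receptor Tfrc (-2.03 ± 0.36), Col22a1 of the muscle-tendon junction (-1.96 ± 0.37), Postn (-1.88 ± 0.35), Comp (-1.74 ± 0.38), Col1a1 (-1.72 ± 0.36), Timp1 (-1.66 ± 0.37), Chodl (-1.45 ± 0.20) and Amd1, of polyamine synthesis (-1.16 ± 0.22), fell as well. The same direction was read for Sap18 (-1.88 ± 0.42), whose value is uncertain. The MHC class I genes H2-Q7 (3.12 ± 0.51) and H2-Q6 (2.91 ± 0.42) rose, though their near-identical sequences leave the separate values uncertain. Hist1h4h (2.91 ± 0.47), the neutrophil proteins S100a9 (2.89 ± 0.72) and S100a8 (2.44 ± 0.54), Spock2 (2.32 ± 0.31), Gnal (2.26 ± 0.27) and the slow myosin Myh7b (1.62 ± 0.22) rose. So did the near-identical heat shock genes Hspa1a (2.38 ± 0.42) and Hspa1b (1.86 ± 0.35) and the histone genes Hist2h2aa1 (2.76 ± 0.48) and Hist2h2aa2 (2.13 ± 0.33). All of these passed whichever library was left out, except for 6. Without high-functioning control 3, Col1a1 had an adjusted p of 0.058, Comp 0.0855, S100a8 0.11 (1.70) and S100a9 0.174 (1.75). Comp was also lost without 3-month controls 2 and 3 and high-functioning control 1, S100a8 without 3-month control 1, and S100a9 without each 3-month control. Timp1 was lost without 3-month controls 1 and 3 (0.0648) and high-functioning control 1, and Sap18 in 4 refits (at most 0.12).

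Other genes that rose in high-functioning controls were members of several fixed lists. The metallothioneins Mt2 (1.96 ± 0.46) and Mt1 (1.67 ± 0.35), the clock gene Per1 (1.43 ± 0.30) and Cebpd (1.28 ± 0.23) belong to the glucocorticoid list. Ankrd2 (1.25 ± 0.27) and Myh7 (1.17 ± 0.26) belong to slow fibres, and Dok7 (1.42 ± 0.32), Chrnb1 (0.83 ± 0.21) and Chrne (0.78 ± 0.17) to the neuromuscular junction. Gadd45g (1.503 ± 0.37) and Sesn1 (1.21 ± 0.21) of the p53 and senescence list, the early myosins Myh3 (1.25 ± 0.28) and Myh8 (1.13 ± 0.28), Jund (1.499 ± 0.29), Lrg1 (1.25 ± 0.31), Cd68 (1.38 ± 0.35), Foxo3 (0.65 ± 0.16) and Cry2 (1.11 ± 0.28) rose, as did the interferon genes Igtp (1.59 ± 0.43), Psmb9 (1.32 ± 0.33) and Psmb8 (1.24 ± 0.33). Their adjusted p values lay between 0.00331 (Sesn1) and 0.0454 (Igtp). Cebpd and Sesn1 passed whichever library was left out, and each of the others was lost in 2 to 6 of 7 refits, with the highest p as follows. Without high-functioning control 3, Igtp was at 1.01 (adjusted p = 0.275), Psmb9 at 0.90 (0.19), Psmb8 at 0.75 (0.237), Chrnb1 at 0.63 (0.188), Foxo3 at 0.50 (0.19), Cry2 at 0.9972 (0.158), Per1 at 1.31 (0.0793) and Jund at 1.24 (0.0709). Without 3-month control 1, Mt1 had an adjusted p of 0.0967, Mt2 0.146, Ankrd2 0.0967, Myh7 0.101, Chrne 0.103, Gadd45g 0.171, Myh3 0.0967, Myh8 0.134, Lrg1 0.187 and Cd68 0.164. Outside the comparison, 15 of 17 libraries ended the call of Igtp and 4 that of Psmb8 (at most 0.0598). Dok7 was lost without high-functioning control 1 (0.0856).

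In high-functioning controls limma called 381 genes higher and 82 lower than at 3 months, and 2215 had an unadjusted p under 0.05 where chance gives 618. Without 3-month laparotomy 3, which is not part of this comparison but shares in the estimate of the spread, 1732 were called (1423 higher, 309 lower), all 463 among them. The count was 99 without 3-month control 1, 191 without control 2, 959 without 3-month laparotomy 2, and 210 and 110 without high-functioning controls 1 and 3. The median of all genes was 0.14. With median-of-ratios scaling 416 were higher and 285 lower, so that the higher share went from 82.3% to 59.3%. With the length trend removed 449 were higher and 451 lower. The groups did not overlap for 29.64% of genes, where chance gives 10%.

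Of 13 lists called in high-functioning controls against 3 months, tendon genes again passed with both correlations (5 of 6 fell, median -2.13, adjusted p = 7.00e-14; 0.0122 estimated). Of 26 matrix genes 9 fell (18 over the list alone; median -0.91, 1.04e-23; 0.103). All 25 interferon response genes were higher (3 rose, 14 over the list alone; median 1.004, 3.10e-07; 0.490), and the 3 neutrophil genes were higher by 2.44 (2 rose, 3 over the list alone; 0.00252; 0.369). Glucocorticoid response (6 rose, 8 over the list alone; 0.70, 7.95e-04; 0.395), acute phase (2 and 5; 0.61, 0.00807; 0.448), immediate early (2 and 6; 0.59, 0.0252; 0.751), slow fibre (3 and 6; 0.58, 3.12e-06; 0.369), denervation (3 and 3; 0.41, 0.00876; 0.654) and ribosomal protein genes (6 and 18; 0.32, 7.42e-06; 0.751) were higher. Oxidative phosphorylation (-0.18; 0.369), mitochondrial genome (-0.28; 0.588) and fibro-adipogenic progenitor genes (-0.35; 0.379) were lower. Without high-functioning control 3 the interferon median was 0.54, the acute phase median 0.41, the progenitor median -0.19 (-0.56 without control 2) and the mitochondrial one -0.14 (-0.43 without control 2 and -0.50 without 3-month control 3). Oxidative phosphorylation had a median of -0.10 without 3-month control 3. The immediate early call ended without high-functioning control 3 (0.307) and without 3-month control 2 (0.0718), denervation without high-functioning control 1 (0.133) and the mitochondrial genome without 3-month control 1 (0.0662).

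Low-functioning controls at 24 months differed from 3-month controls in 245 genes, Postn and Tnmd among the lower and Hist1h4h and Amph among the higher. Postn changed by -1.95 ± 0.35 (adjusted p = 0.00763), Timp1 by -1.65 ± 0.37, Tfrc by -1.56 ± 0.36, Tnmd by -1.55 ± 0.28 and Col1a2 by -1.47 ± 0.20 (0.00186). Col22a1 (-1.46 ± 0.37), Ptx4 (-1.25 ± 0.20), Nrep (-1.14 ± 0.27), Mmp2 (-1.07 ± 0.20) and Chodl (-0.91 ± 0.20) fell less. Hist1h4h rose by 3.05 ± 0.47 and Hist2h2aa1 and Hist2h2aa2 by 3.31 ± 0.48 and 2.12 ± 0.33. Amph (amphiphysin, 2.05 ± 0.34), Pitx3 (1.97 ± 0.43), Scand1 (1.95 ± 0.48), the synaptic gene Nrxn2 (1.93 ± 0.28), Chchd10 (1.90 ± 0.43), Myh7b (1.74 ± 0.22), Hspa1a (2.35 ± 0.42), H2-Q6 (1.86 ± 0.42), Jund (1.60 ± 0.29), Cebpd (1.19 ± 0.23), Cidea (1.01 ± 0.25) and Cox6a2 (0.86 ± 0.19) rose. Amph, Nrxn2, Myh7b, Col1a2, Ptx4, Hspa1a and the 3 histone genes passed whichever library was left out. Postn (adjusted p = 0.0539) and Mmp2 (0.0554) were lost without low-functioning control 1, Tnmd without control 3 (0.0541) and Jund without 3-month control 1 (0.0701). The others were lost in 2 to 6 of 7 refits. Without 3-month control 1, Cebpd was lost (0.0595), as were Nrep (0.183), Tfrc (0.183), Chodl (0.0938), H2-Q6 (0.141), Pitx3 (0.153), Scand1 (0.158), Chchd10 (0.151), Cidea (0.1997) and Cox6a2 (0.156). Timp1 (0.128) and Col22a1 (0.207) were lost without low-functioning control 3. Outside the comparison, 13 of 17 libraries ended the call of Col22a1, 8 that of Cidea and 4 that of Scand1 (at most 0.0629). In limma 228 genes rose and 17 fell, and 2183 had an unadjusted p under 0.05 where chance gives 618. The groups did not overlap for 36.96% of genes, where chance gives 10%.

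Without 3-month laparotomy 3, 1638 genes were called in low-functioning against 3-month controls (1503 higher, 135 lower), all 245 among them. The count was 44 and 78 without 3-month controls 1 and 2, 928 without 3-month laparotomy 2, 62, 74 and 55 without low-functioning controls 1, 2 and 3, 151 and 156 without low-functioning laparotomy 1 and 3, 153 without 20-month control 3 and 155 without high-functioning laparotomy 2. The median of all genes was 0.21. With median-of-ratios scaling 180 were higher and 100 lower, so that the higher share went from 93.1% to 64.3%. With the length trend removed 188 were higher and 176 lower. Of 8 lists called, none passed with an estimated correlation. Of 26 matrix genes 5 fell (9 over the list alone; median -0.40, adjusted p = 2.69e-20; 0.169 estimated) and of 6 tendon genes 1 (4; -0.93, 1.16e-07; 0.146). Erythroid genes (5 over the list alone; 1.41, 0.00101; 0.532) and slow fibre genes (1 rose, 5 over the list alone; 0.53, 0.00101; 0.532) were higher. Fast fibre (-0.18, mean -1.001), with the fast myosin Myh4 at -4.09 ± 1.72 (not passing), the mitochondrial genome (-0.33), oxidative phosphorylation (-0.10) and glycolysis (-0.047) were lower. The fast fibre median was -0.040 without low-functioning control 2 and -0.085 without 3-month control 3. Without low-functioning control 3 the tendon median was -0.58, the mitochondrial median -0.12 and slow fibre genes were no longer called (0.37, 0.0618). Without 3-month control 1 the mitochondrial median was -0.14, and without 3-month control 3 oxidative phosphorylation (0.0868) and glycolysis (0.0737) were lost. The 3 comparisons with age use the same 3-month controls, so part of their likeness can come from those 3 libraries, and age cannot be told from any other difference between cohorts of separate animals.

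Between low- and high-functioning control mice of 24 months 1 gene passed, and the first genes given here did not. Fmod differed by 1.77 ± 0.35 (adjusted p = 0.250), Angptl7 by 1.61 ± 0.32 (0.250) and Chad by 1.82 ± 0.39 (0.403), none of them passing. Eno2 (0.64 ± 0.18) and Anxa8 (0.55 ± 0.15) followed on that side. On the other stood the interferon-induced GTPase Tgtp2 (-1.68 ± 0.47), Pycard (-1.001 ± 0.21), Apol9a (-0.95 ± 0.25), Slc43a1 (-0.60 ± 0.18), Prom1 (-0.59 ± 0.15), and of the interferon list Iigp1 (-1.47 ± 0.48) and Igtp (-1.41 ± 0.43). The 1 gene called by limma was again Gm11874, which is listed at 0 in all high-functioning controls (adjusted p = 0.0174). Its call after low-functioning laparotomy is no separate observation, since both calls rest on the values of the same low-functioning controls. Outside these it was above 0 only in 20-month control 2 (3.91 TPM). At an unadjusted p under 0.05 there were 311 genes, where chance gives 618 (735 in a fit of these groups alone and 987 with library weights). Without 3-month laparotomy 3, 4 genes were called, among them Fmod (0.0403), Chad (0.0403) and Angptl7 (0.0273). The count was 0 without low-functioning control 2 or any of the high-functioning controls 1, 2 and 3, and 2 without low-functioning control 3. The groups did not overlap for 11.4% of genes, where chance gives 10%. The 311 became 578 without 3-month laparotomy 3, so the pooled spread made p values larger here. A single call therefore does not show that few genes differed.

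**Figure D5:**
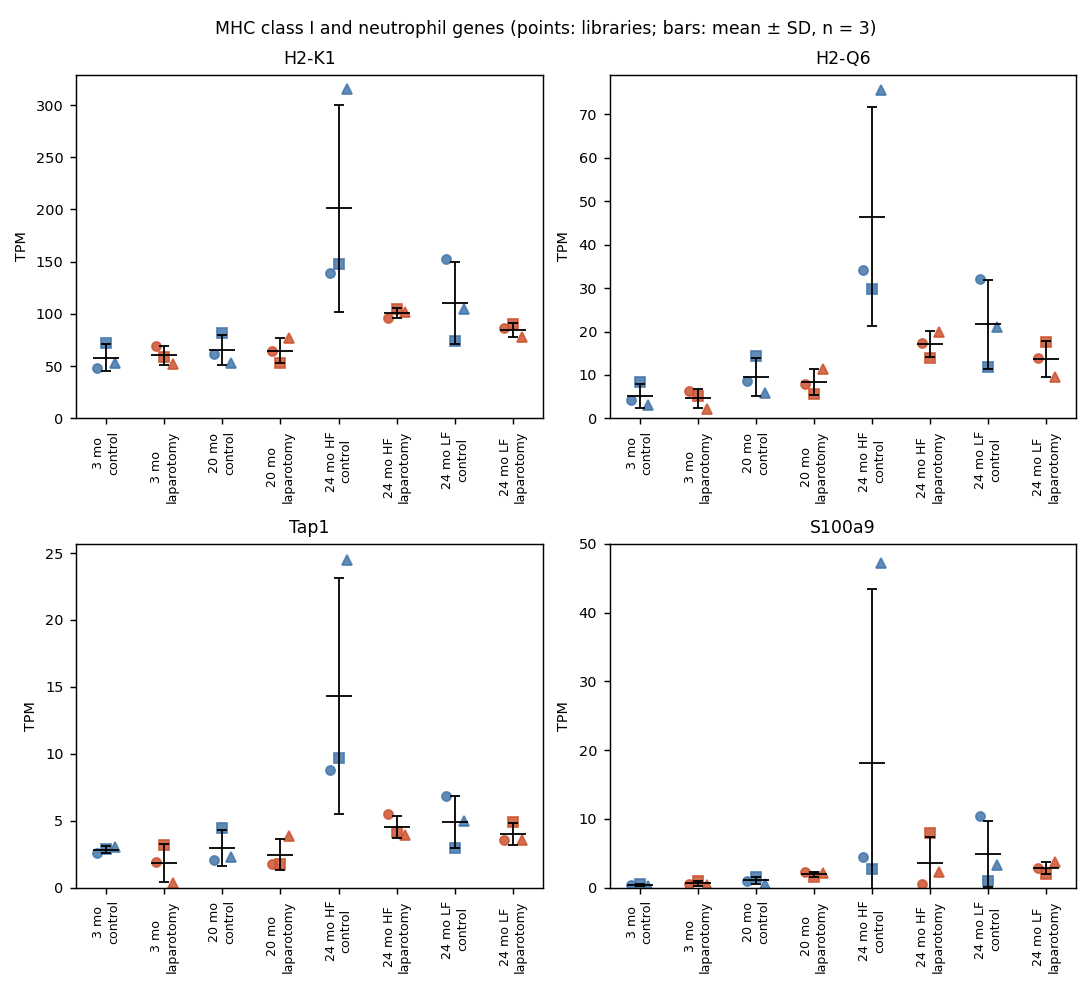
TPM of H2-K1, H2-Q6, Tap1 and S100a9 in control (blue) and laparotomy (red) libraries of each cohort (points are libraries, bars mean ± SD, n = 3). High-functioning control 3 lies highest, with 316 TPM of H2-K1 and 24.5 TPM of Tap1.

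Of 35 lists, 18 were called between the 24-month controls, 6 higher and 12 lower in low-functioning mice. Tendon genes passed with both correlations (6 of 6 higher, 4 over the list alone, median 1.04, adjusted p = 2.59e-12; 0.0227 estimated). Whether tendon was carried along at dissection was not tested here. Fibro-adipogenic progenitor (6 higher and 1 lower over the list alone; 0.55, 8.05e-08; 0.115), with Clec3b at 0.80 ± 0.23, and matrix genes (0.30, 3.75e-05; 0.555) were higher. Interferon response genes were lower (24 of 25, -0.70, 7.76e-25; 0.115), as were neutrophil (-1.10, 2.28e-04; 0.135), glucocorticoid response (-0.25, 8.05e-08; 0.127), ribosomal protein (-0.13, 1.12e-13; 0.462) and fast fibre genes (-0.20, 3.50e-05; 0.331), with Myh1 at -1.45 ± 0.59. The interferon median was -0.22 without high-functioning control 3 and -0.43 without low-functioning control 2, and the neutrophil call ended without the former (0.046, 0.4996; -1.71 without high-functioning control 2 and -0.50 without low-functioning control 2). Matrix genes had a median of 0.19 without high-functioning control 1 and 0.16 without low-functioning control 1, and glucocorticoid genes -0.49 without high-functioning control 2. The ribosomal median was -0.081 without high-functioning control 3 and the fast fibre median -0.11 without low-functioning control 2. The other 10 calls each ended when 1 of the 24-month controls was left out. They were erythroid (0.53), smooth muscle (0.26), fatty acid oxidation (0.24), atrophy (0.019), slow fibre (-0.15), acute phase (-0.10), proteasome (-0.041), proliferation (-0.045), glycolysis (-0.039) and p53 genes (-0.0049), of which atrophy was called lower by its mean (-0.034). With an estimated correlation their adjusted p lay between 0.270 and 0.712. The direction of slow fibre genes turned to higher without low-functioning control 1 (median 0.11).

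Lists of satellite cell and regeneration, circadian clock, heat shock and chaperone, autophagy and lysosome, and lipid synthesis genes were called in none of the 10 comparisons. Their smallest adjusted p values were 0.165 (median -0.014, low- against high-functioning controls), 0.0977 (-0.12, laparotomy in low-functioning mice), 0.243 (0.034, laparotomy at 20 months), 0.165 (-0.018, the 24-month controls) and 0.106 (0.18, the same). The adipocyte list was called for laparotomy in low-functioning mice and for the difference of responses and the endothelial list for that difference.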

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

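What drew attention was a difference between the laparotomy responses of low- and high-functioning mice, tested as an interaction contrast over whole gene lists. With the preset correlation 17 lists differed. As medians of the low- minus the high-functioning response, these were erythroid -1.41 (responses of -1.31 and 0.077), neutrophil 1.18 (-0.29 and -0.80), tendon -1.04 (-0.52 and 0.44), adipocyte -0.97 (-0.81 and 0.021), fibro-adipogenic progenitor -0.72 (0.036 and 0.75), Schwann cell 0.59 (0.50 and -0.010), interferon response 0.54 (-0.015 and -0.50), extracellular matrix -0.34 (0.059 and 0.42) and fatty acid oxidation -0.26 (-0.32 and -0.074). Smaller medians were found for endothelial 0.21, ribosomal protein 0.18, macrophage 0.17, fast fibre 0.16, glucocorticoid response 0.13, proteasome 0.042, mitochondrial genome 0.038 and p53 genes (0, with a mean of 0.13). Tendon, erythroid, fibro-adipogenic progenitor, interferon response, extracellular matrix and ribosomal protein genes kept this call whichever library was left out, though the interferon median was 0.10 without high-functioning control 3 and 0.93 without low-functioning control 1. The erythroid median was -0.89 without high-functioning laparotomy 2 and the matrix one -0.22 without low-functioning control 1. The other 11 calls ended when single libraries were left out. High-functioning control 1 ended those of adipocyte (-0.37, adjusted p = 0.288), glucocorticoid response (-0.014, 0.674), p53 (-0.019, 0.25) and proteasome genes (0.029, 0.236), and high-functioning control 3 those of neutrophil (0.036, 0.725) and macrophage genes (-0.11, 0.639). Fatty acid oxidation was lost without high-functioning control 2 (-0.14, 0.467), endothelial (0.036, 0.226) and mitochondrial genome genes (-0.11, 0.491) without low-functioning control 3, and Schwann cell (0.14, 0.0504) and fast fibre genes (0.048, 0.118) without low-functioning laparotomy 1. The adipocyte call ended for 13 of 24 libraries. None passed with an estimated correlation, where the smallest adjusted p was 0.0890 for tendon genes, and no single gene was called. In all 100 regroupings of the libraries within the 2 cohorts at least as many genes were called as in the real grouping, since the real count was 0. The highest other count was 1.

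The interaction contains the difference between the 2 control groups with its sign turned, and the controls differed in 12 of the 17 lists with the preset correlation, but in 1, tendon, with the estimated one. Of the 12, erythroid, neutrophil, fatty acid oxidation, proteasome and p53 genes lost that call when 1 of the controls was left out. Low- minus high-functioning control medians were 1.04 for tendon, 0.55 for fibro-adipogenic progenitor, 0.53 for erythroid, -1.10 for neutrophil and -0.70 for interferon response genes. Part of the difference of responses in these lists is thus a difference of control values. The laparotomy groups are separate animals and can be read apart from the controls. Mean tendon values, centred on each gene's mean, were -0.154, -0.405 and -0.229 in low-functioning laparotomy libraries and -0.521, 0.051 and -0.196 in high-functioning ones. In the controls they were 0.473, 0.861 and 0.057, and -0.689, -0.462 and -0.627. The tendon difference thus lay mainly in the controls. For erythroid genes the difference of responses (-1.41) was larger than that of the controls (0.53), but high-functioning libraries spread widely. Their mean erythroid values were -0.379, 0.218 and 1.248 in controls and 0.354, 1.472 and -0.506 after laparotomy. In low-functioning mice these values were 1.104, 0.216 and 1.232, and -0.271, -0.652 and -0.153. The 5 lists not called between the controls were Schwann cell (0.019), macrophage (0.032), mitochondrial genome (-0.0022), endothelial (-0.17) and adipocyte genes (0.44).

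The tests of a single library and of immune cells that follow were chosen after the result was seen. Higher interferon and MHC genes in high-functioning than in low-functioning controls could come from 1 library, high-functioning control 3, and leaving it out moved the interferon median from -0.70 to -0.22, so this explanation fits the interferon list, with most of its size gone. It was the library with the most H2-Q6 (75.5 TPM), Tap1 (24.5 TPM) and S100a9 (47.3 TPM). The 18 genes of MHC class I and its antigen processing were chosen as a set after their values were seen. They are 11 H2 genes, B2m, Tap1, Tap2, Tapbp, Psmb8, Psmb9 and Psmb10, with Psmb8 and Psmb9 also in the interferon list. Their median was -0.73 with that library and -0.41 (SE 0.090) without it. This SE, like the next one, comes from the spread among the genes as if they were independent, and holds no spread between animals. The loss is close to 50%, so the test cannot decide for these genes. More immune cells in that group would lower the macrophage and lymphocyte lists as far, but their 14 genes had a median of 0.040 (SE 0.11). That leaves the question open, because the test left out neutrophil genes, whose median was -1.10, and 0.046 without that library.

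Whether that muscle came from an animal with an infection, a wound or another cause of interferon is not known from the labels, and nothing here tests it. The groupings of the 24-month controls gave 2 of 10 with at least as many called genes as the real one, whose count was 1. The highest other was also 1. With 10 groupings, too few for a share under 0.05, this says little.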

How the results depend on the processing

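TPM keep no depth, so what depth limits cannot be shown. No paired analysis was possible because replicate numbers follow accession order and pair nothing. Leaving out 1 library leaves a group of 2, and limma then pools the spread over all groups. arrayWeights gave a warning that it had not converged. For each change below the cause was not tested, apart from the fewer genes or libraries of a setting. Numbers of called genes are given first.

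Without the low-value filter 170 genes were called for laparotomy at 3 months (280 in the report), 3 at 20 months (0), 1 in high-functioning (0) and 3 in low-functioning mice (1), 4 for the mean over cohorts (1), 2 for the difference of responses (0), 163 for low-functioning against 3-month controls (245) and 0 for low- against high-functioning controls (1). With a pseudocount of 0.1 TPM the count was 0 in low-functioning mice, for the mean over cohorts and between the 24-month controls. Median-of-ratios scaling gave 775 at 3 months, 34 for 20-month (15) and 701 for high-functioning controls (463) against 3 months. Rescaling without the mitochondrial genome gave 167 at 3 months, 23 for 20-month and 145 for low-functioning controls. Estimated library weights gave 0 at 3 months, 1 at 20 months, 3 in high- and 25 in low-functioning mice, 0 for the mean, 1 for the difference of responses, 2195, 2237 and 3052 for the 3 ages against 3-month controls (20 months, high- and low-functioning) and 6 between the 24-month controls. A fit of only the groups compared gave 0 at 3 months, 1 at 20 months, 2 in low-functioning mice, 1108 for low-functioning against 3-month controls and 0 between the 24-month controls. Removing the length trend, chosen after seeing the data, gave 559 at 3 months, 2 in low-functioning mice, 46 for 20-month and 900 for high-functioning controls.

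Leaving out 1 library moved the counts for laparotomy from 0 to 6482 at 3 months, 0 to 1 at 20 months, 0 to 3 in high-functioning and 0 to 2 in low-functioning mice, 0 to 10 for the mean and 0 to 1 for the difference of responses. For controls against 3 months they ran from 6 to 140 at 20 months, 99 to 1732 in high-functioning and 44 to 1638 in low-functioning mice, and from 0 to 4 between the 24-month controls.

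With the correlation estimated, the number of called lists became 0 at 3 months (7), 0 at 20 months (7), 1 in high-functioning mice (15), 0 in low-functioning mice (11), 0 for the mean (8), 0 for the difference of responses (17), 1 for 20-month (9), 1 for high-functioning (13) and 0 for low-functioning controls (8) against 3 months, and 1 between the 24-month controls (18). Leaving out 1 library gave 5 to 15 lists at 20 months, 9 to 15 in high-functioning mice, 5 to 12 for the mean and 11 to 17 for the difference of responses. In the other 6 comparisons the number of lists stayed within 1.5 times.

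The direction given by camera turned in 3 list calls, each when 1 library was left out. For laparotomy in high-functioning mice the fatty acid oxidation median was 0.075 without control 1 (range -0.19 to 0.12 over libraries) and the ribosomal protein median 0.046 without laparotomy 3 (-0.055 to 0.046). Between the 24-month controls the slow fibre median was 0.11 without low-functioning control 1 (-0.31 to 0.11). Medians alone changed sign in at least 1 such refit for 26 of 113 list calls, 8 of them with a median at least 0.1 from 0. In 12 of these 43 refits the call was kept in its direction, and in 28 it no longer passed. In a further 159 refits call and sign were kept and the median moved by over 1.5 times. Of the named genes, 5222 values under alternatives other than leaving out a library kept their side of the threshold, 144 newly passed and 214 no longer passed. Direction was checked only for called genes, of which 0 turned, and the values that kept their side include genes that were never called. When a library was left out these numbers were 6868, 106, 367 and 0. Of called lists, 109 kept their call under such alternatives and 117 lost it, and 2546 kept and 163 lost it when a library was left out.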

Other observations

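In values of the 8 groups, 3-month controls had the lowest Hist1h4h (8.02, 8.45 and 22.6 TPM, against at least 36.8 TPM in every other library) and low Hspa1a (2.50 to 3.82 TPM). They also had the highest Tnmd, Fmod, Col1a2 and Postn. Laparotomy at 3 months and each age comparison share these libraries as their reference, so part of what these 4 comparisons have in common can come from the same 3 animals.

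The tests of a single poor library and of lost long transcripts were chosen after the result was seen, while the regroupings were set before it. The 280 genes called for laparotomy at 3 months could come from 1 poor library, 3-month laparotomy 3, and without it 26 were called, against 264 without laparotomy 1 and 6482 without laparotomy 2. That test is not specific, because the count was also 6 without control 1 and 0 without control 2. Loss of long transcripts in poor RNA was left undecided. The Spearman correlation of the change with transcript length was -0.232, and -0.214 without laparotomy 3. After each library's trend with length was removed, 233 of the 280 were still called, but the bound for that count was set after the counts were seen. The removal takes out only a mean trend with annotated length, so it cannot show that poor RNA was not the cause. Genes called higher had a median length of 744 bases and genes called lower 1797, against 1291 for all tested genes. Of 10 regroupings of the 6 libraries, 2 called at least as many genes as the real one, itself included. The highest other called 5665, with controls 1 and 2 and laparotomy 2 against the rest. That points to a structure among these samples that is not surgery. The rest (control 3 and laparotomy 1 and 3) held 10824, 10374 and 8776 genes at 1 TPM or more, the fewest of the 24 libraries. Their centred values correlated negatively with transcript length (-0.143, -0.268 and -0.196), against 0.167, 0.126 and 0.076 in the others. Laparotomy 3 was thus not the only library of this kind.

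For lower matrix and tendon genes in high-functioning than in 3-month controls, the test of a single 3-month control was chosen after the result was seen, and those of tendon and of length before it. More tendon carried along with the 3-month muscles could lower tendon genes without any change in muscle. The test assumed that basement membrane genes would then stay near unchanged, though these need not be absent from tendon. Their median (Col4a1, Col4a2, Col15a1 and Sparc) was -0.60. Col4a1 (-0.21 ± 0.36) and Col4a2 (0.090 ± 0.43) stood near 0, while Col15a1 (-1.19 ± 0.23) and Sparc (-0.99 ± 0.28) were lower. Dissection and a change in muscle thus cannot be told apart. For the tendon genes of the other comparisons dissection was not tested and stays open. A mean trend with annotated length did not make the matrix median low, which was -1.05 after its removal against -0.91 before. The correlation of the change with length was only -0.032, so there was little trend to remove. Tendon genes were not tested in this way, and other effects of RNA quality are not excluded. A single 3-month control as the source of the lower matrix median is excluded, with a median no closer to 0 than -0.85 whichever was left out.

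Regroupings set in advance were also counted for the other comparisons. At least as many called genes as in the real grouping were found in 10 of 10 for laparotomy at 20 months (real 0, highest other 1), 10 of 10 in high-functioning mice (0 and 1), 1 of 10 in low-functioning mice (1 and 0) and 21 of 100 for the mean over cohorts (1 and 1973). For the controls against 3 months it was 1 of 10 at 20 months (real 15, highest other 1), in high-functioning (463 and 1) and in low-functioning mice (245 and 1). The 10 groupings are too few for a share under 0.05. The regrouping over cohorts with 1973 genes split the 3-month libraries as the one with 5665 did. It is therefore no separate sign of a structure other than surgery.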
